A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

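Array comparative genomic hybridisation compares the amount of genomic DNA at each probe between a test sample and a reference sample that carry different dyes. Tail DNA of 8 C57BL/6J/Nrs mice of 1 non-irradiated family (a sire, a dam and 6 progeny) was hybridised against DNA of 1 reference male. Each mouse was run on 2 arrays with the dyes swapped, which gave 16 arrays. The 2 arrays of a mouse share 1 DNA sample and were treated as technical replicates, so n counts mice. Groups (sire, dam, progeny) and dyes were taken from the sample labels. The labels give the sex of the parents and not that of the progeny, and no group of progeny was formed by sex. The family belongs to the control arm of a study of offspring of males that received 20 mGy per day for 400 days. The dose here was 0 mGy, and irradiated families were not analysed here.

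The authors scanned the arrays with an Agilent instrument and extracted the spots with Feature Extraction 10.7.1.1, as the file headers state. The processed red and green values in the deposited files are intensity values on a linear scale, which the software had subtracted for background, detrended and normalised between the dyes. The deposited files also hold median spot and background signals as intensity values, and a log10 ratio of red over green for each spot. The deposited series table holds log2 ratios. Its scale and direction are not stated, and were found by setting each column against the processed signals of its array. The correlation was between 0.99970 and 1.00 in size on all 16 arrays, with the sign that reference over mouse gives. That direction is the opposite of the one used here. The column medians lay between -0.015 and 0.0081, and whether the authors centred the columns was not settled by these values.

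Log2 ratios were computed from the processed signals, turned to mouse over reference on every array, averaged over spots of the same probe, and centred on the median of the autosomal probes of the array. No loess or quantile step was used, because in copy number data many probes may shift together. Control spots and spots flagged as non-uniform or as population outliers (118 to 227 of 966371 spots per array) were left out, and 0 spots were saturated. After averaging there were 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome, 23 on the Y chromosome and 36 on unplaced contigs. Median processed signals were 953 to 991 in green and 947 to 986 in red. Between 96.4% and 99.8% of spots were well above background in green and between 99.2% and 99.8% in red. The number of arrays limits the precision. Within a mouse, the log2 ratios of the 2 arrays correlated negatively over all probes (r between -0.41 and -0.13, across probes, which are not independent replicates). Over all probes together, differences that change sign with the dye swap thus outweighed those that keep it. The 2 were not compared probe by probe. Scan dates fell on 4 days. The parents were scanned on day 1, progeny 1 and 2 on day 2, progeny 3 and 4 on day 3, and progeny 5 and 6 on day 4.

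A probe was called positive by the first-screening rule of the study: a log2 ratio beyond 0.8 in size on both arrays, or a pair of adjacent probes that all exceeded 0.5 on both arrays. Here both arrays also had to give the same direction. A de novo candidate was a probe positive in a progeny mouse and positive in the same direction in neither parent. Runs of 2 or more adjacent candidates were named Type L and single probes Type S, as in the study. Only the first array screening was analysed here, so these are candidates and not verified changes. Regions were runs of at least 4 positive probes of the same direction with at most 1 other probe between neighbours. Comparisons were fitted across 950092 autosomal probes that had a value on all arrays, with limma 3.58.1 in R 4.3.3 (lmFit, eBayes and Benjamini-Hochberg adjustment at 0.05): the 6 progeny means against 0, an F-test over the 8 mice with dye orientation as a covariate, and the 6 progeny against the 2 parents. The reference was 1 mouse, so the first test leaves out the spread among possible reference animals, and the F-test compares 8 DNA samples and not populations. The positive probes of matched arrays were compared with those of mismatched arrays, in which the Cy5 array of a mouse was paired with the Cy3 array of another, by an exact permutation test over all 40320 pairings. Calls and counts were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

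The calling rule was tested on runs of 1, 2, 4 or 10 probes shifted at 1200 places over the arrays of the progeny. A loss of 1 of 2 copies (log2 ratio -1) gave at least 1 positive probe in 63.0% of single-probe runs and a Type L call in 88.8% of runs of 2 probes. A gain of 1 copy (0.58) gave at least 1 positive probe in 2.0% of single-probe runs and a Type L call in 12.8% of runs of 2 probes and 65.0% of runs of 10. The fits were tested on simulated data with the spreads of the probes in these arrays, where limma recovered 68 of 100 probes shifted by 0.5 and 93 of 100 shifted by 1 against the reference. For progeny against parents it recovered 0 of 100 at 0.5 and 60 of 100 at 1. For the F-test, it recovered 1 of 100 probes shifted by 1 in 1 mouse and 67 of 100 shifted by 2. With the shift in 4 mice, it recovered 43 of 100 at 1 and 92 of 100 at 2. The sizes tried first for the F-test were 0.5 and 1 in 1 mouse, of which 0 of 100 were recovered at each size, and the larger shift and the shifts in 4 mice were added after that outcome was seen.

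Settings, tests and the rule for named items were fixed before the data were examined, with some exceptions. The comparison of matched and mismatched arrays, the exact test of probes positive in 1 mouse alone between the generations, the shares at dim probes and the alternatives that the text describes as chosen afterwards were all chosen after the positive probes had been counted. The rule took all regions if there were 12 or fewer, all Type L candidates, the 10 Type S candidates with the widest difference between the mouse and the mean of its parents, the 10 highest and 10 lowest probes called against the reference with the same sign in 6 of 6 progeny (1 per 100 kb), and the 10 runs of adjacent probes with the highest F. Alternatives were normexp background correction with an offset of 50, the scanner log ratio, the series table, loess, other spot filters, other thresholds, single dye orientations, an intensity trend in the prior variance, and leaving out mice. Normexp used median spot signals in place of the mean signals named at the outset, which were not used here. Coordinates are those of the file headers, build mm9 (NCBI37). The genome and annotation at hand are of GRCm38, in which chromosome 1 is 195471971 bp long, while probes of the files reach position 197188286 on it. Coordinates were not converted between builds. For that reason no gene was assigned to a probe, and the 21 gene lists and the correction for GC content were not used.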

Results

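The data describe the genomes of 1 family of C57BL/6J/Nrs mice that received no irradiation. A sire, a dam and their 6 progeny were each compared with the same reference male by array comparative genomic hybridisation, on 2 arrays per mouse with the dyes swapped. The study asked how often copy number changes arise de novo, that is, in offspring and not in their parents, and this family is part of its unexposed control arm. Positive log2 ratios mean more DNA in the mouse than in the reference. This is the opposite of the direction in the deposited series table.

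The sex chromosome probes gave the amount of X and Y DNA in each mouse. The dam had a median X log2 ratio of 0.91 over 68 probes and a median Y log2 ratio of -1.32 over 23 probes, and the sire had 0.01 and -0.03, as their labelled sexes and the male reference would give. Progeny 1 and 2 had X medians of 0.02 and 0.01 and Y medians of 0.04 and -0.01, near those of the sire. Progeny 3 to 6 had X medians of 0.90, 0.91, 0.88 and 0.92, near that of the dam. Their Y medians of -1.80, -1.82, -1.98 and -1.70 were low like that of the dam, and lower than hers. The 2 arrays of the dam gave X medians of 0.85 and 0.92, so the X difference between the parents was far wider than the difference between arrays. The Y medians differed more between arrays, with -1.51 and -0.96 in the dam and -0.26 and 0.12 in the sire. The size of the Y values depended on background correction. The dam minus sire difference was 0.90 for X and -1.29 for Y, and -0.39 for Y after normexp.

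No whole autosome was gained or lost. The mean log2 ratio of an autosome lay between -0.016 and 0.011 over the 19 autosomes of the 8 mice, against 0.58 for a gain of 1 copy in every cell.

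A gain on chromosome 4 was present in the dam and in all 6 progeny, and not in the sire. It was the longest region found. It spanned 101110482 to 101270535 (mm9, 160 kb, 74 probes), and which genes lie there was not analysed here. The mean log2 ratio over the region was 0.94 in the dam and 0.55 ± 0.02 in the progeny (SD, n = 6), with a range from 0.52 to 0.57. The sire had 0.00. On a linear scale the dam had 1.92 times and the progeny 1.46 ± 0.02 times (SD, n = 6) the signal of the reference. Ratios of 4 or 3 copies to 2 are 1 and 0.58 in log2. Each dye orientation gave the same picture, with means of 0.96 and 0.92 on the arrays of the dam and between 0.52 and 0.60 on the 12 arrays of the progeny. The 10 probes on each side of the region averaged between -0.12 and 0.08 in the 8 mice. The calling rule found 73 of the 74 probes positive in the dam, but only 7 to 20 in a progeny mouse, because a gain of 1 copy lies near the threshold.

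**Figure D1:**
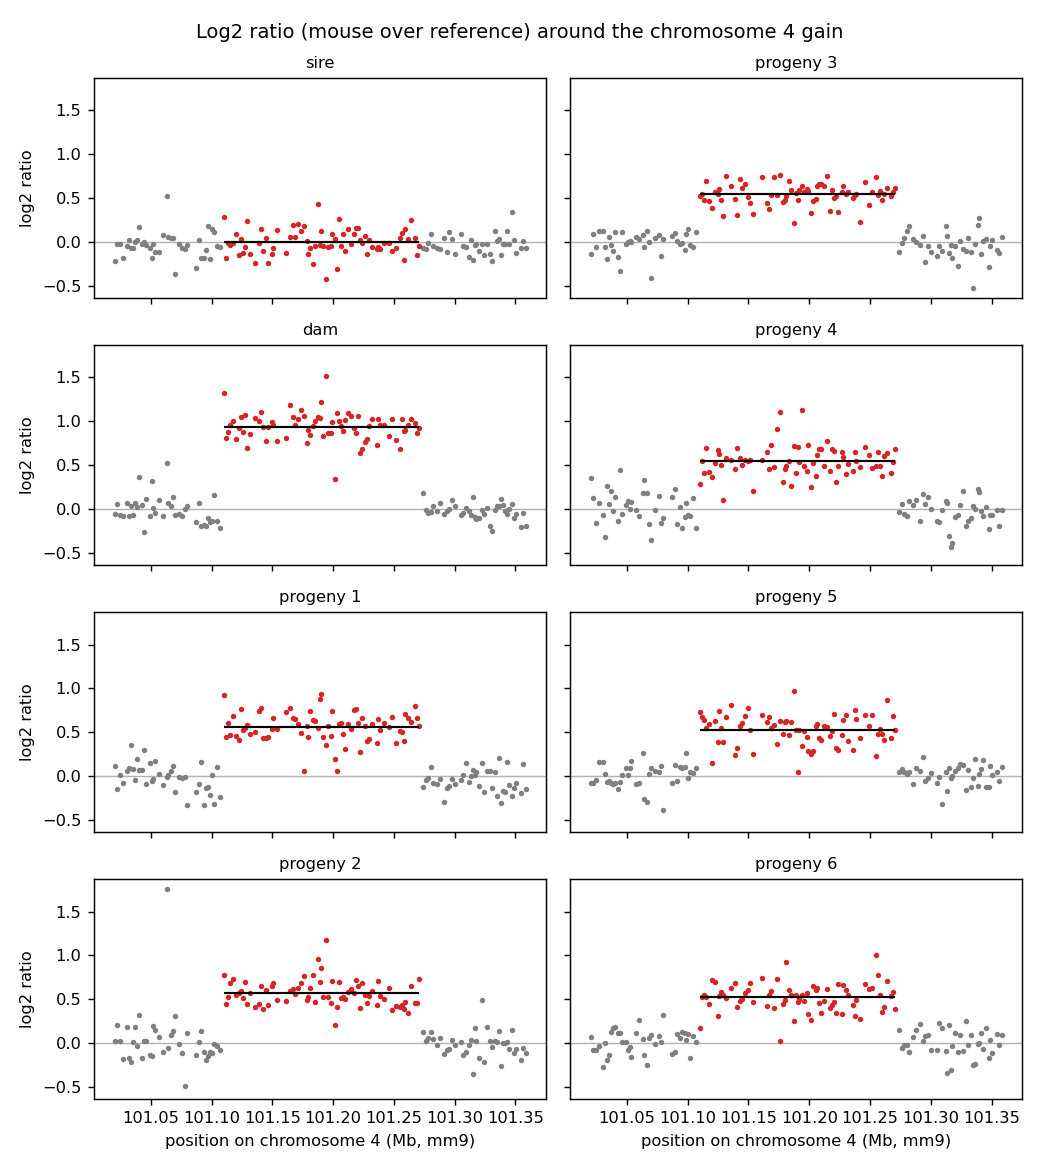
Log2 ratio of mouse over reference (vertical axis) against position on chromosome 4 in Mb (horizontal axis, mm9) for each of the 8 mice, as the mean of the 2 arrays of the mouse. Red points are the 74 probes of the region, grey points are its neighbours and the black line is the mean over the region, which is 0.94 in the dam, 0.52 to 0.57 in the progeny and 0.00 in the sire.

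The second region was a loss on chromosome 3, at 25417435 to 25444229 (mm9, 26.8 kb, 4 probes). The mean log2 ratio was -1.52 in the dam, -1.45, -1.42, -1.34 and -1.44 in progeny 3 to 6, and -0.01, -0.01 and 0.00 in the sire and in progeny 1 and 2. The mice that lacked signal here were those with low Y ratios. These 2 regions were all that the rule of 4 positive probes found with the processing described. With a threshold of 1.0 for single and 0.7 for adjacent probes it found 5, all of them within these 2. Every probe positive at the stricter thresholds is also positive at the ones used here, so no further locus was added.

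Against the reference, 55 autosomal probes were called in the 6 progeny by limma, 54 higher and 1 lower, each with the same sign in 6 of 6 progeny. All 54 higher probes lay in the chromosome 4 region, out of the 74 there, with log2 ratios from 0.42 to 0.68. The highest by the naming rule were at 101263767 (0.68 ± 0.05 SE, limma adjusted p = 0.0046) and at 101161395 (0.66 ± 0.05 SE, limma adjusted p = 0.0046). The lower probe lay on chromosome 17 at 19936515, where the progeny had -0.73 ± 0.08 (SE, limma adjusted p = 0.038) and ranged from -1.14 to -0.54, while the dam had 0.77 and the sire -0.27. No lower probe was called without progeny 2, 3, 4 or 6, while 2 were called without progeny 1 and 1 without progeny 5. The count of all called probes fell to 22, 33, 28 and 34 without progeny 3, 4, 5 and 6. It rose to 255, of which 156 were lower, with an intensity trend in the prior variance.

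Among the 8 family members, the limma F-test called 29 probes. At 28 of them the dam and progeny 3 to 6 were all below the sire and progeny 1 and 2. These 28 probes were spread over 14 autosomes. Their median log2 ratio was -1.49 in the dam, -1.61, -1.70, -1.39 and -1.49 in progeny 3 to 6, 0.09 in the sire, and 0.08 and 0.07 in progeny 1 and 2. The only run of adjacent called probes was the chromosome 3 locus (25417435 to 25432738, 3 probes, mean F of 71.5, highest limma adjusted p = 0.0077), with -1.72 in the dam and 0.00 in the sire. The widest difference, singled out after the values were seen, was at 104241394 on chromosome 6, with -3.82 in the dam, between -4.31 and -3.98 in progeny 3 to 6 and 0.25 in the sire. The remaining called probe, on chromosome 9 at 74947165 and also named after its values were seen, did not follow this order, with 1.34 in progeny 6 and -1.73 in progeny 4. The positive calls gave the same carriers. All 24 autosomal probes lost in exactly 5 mice were lost in the dam and progeny 3 to 6. The F-test called 12 probes without the dye term and 156 with an intensity trend in the prior variance.

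**Figure D2:**
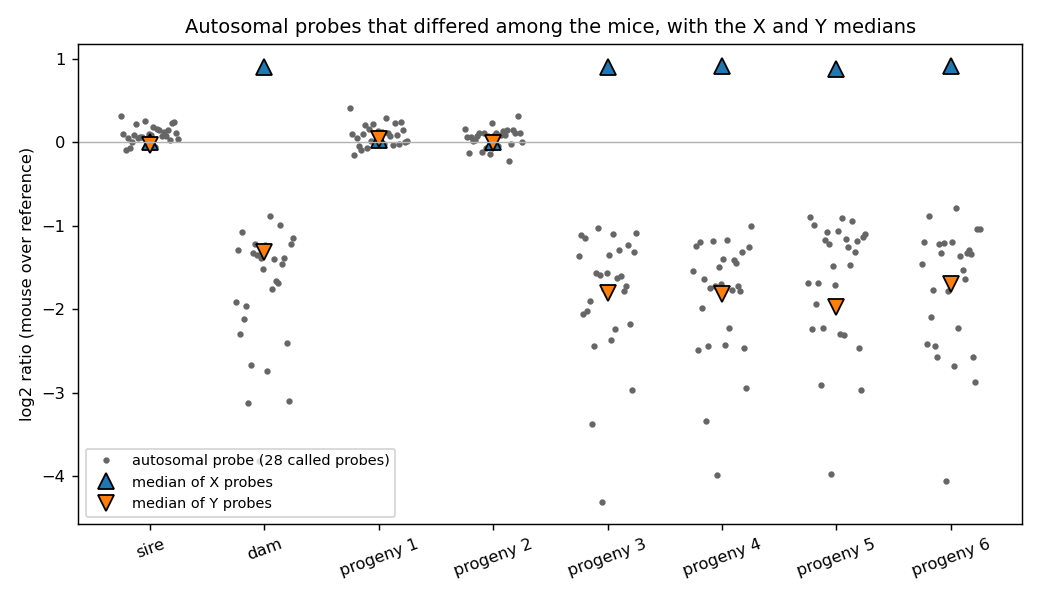
Log2 ratio of mouse over reference (vertical axis) for each mouse (horizontal axis). Points are the 28 autosomal probes that the F-test called and that parted the mice in the same way, and triangles are the medians of the X and Y probes. The points lie between -0.22 and 0.41 in the sire and progeny 1 and 2, and between -4.31 and -0.79 in the dam and progeny 3 to 6.

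Most positive probes were called in a single mouse, 698 of them gains and 536 losses, with the 2 regions included. The number per mouse, the 2 regions included, was 102 in the sire, 179 in the dam, and 321, 279, 158, 250, 191 and 181 in progeny 1 to 6, with a median of 186 over the 8 mice. Without the demand for the same direction, the median was 745.5 and the range 576 to 1933. The 6 progeny together had 1142 de novo candidate probes, 589 gains and 553 losses. The number was 298, 260, 120, 192, 144 and 128 in progeny 1 to 6. A single progeny mouse carried 1054 of the 1142. Progeny 1 and 2, whose Cy5 arrays had the widest SD over probes, held so many that the total without them was 584, a count chosen after seeing the data. In positive probes their place depended on processing. After normexp, progeny 1 and 2 had 6 and 7 positive probes, and progeny 3 to 6 had 47 to 64. Over probes well above background, progeny 1 and 2 had 29 each, and progeny 3 to 6 had 47 to 87. The sire had 1 after normexp and 2 over these brighter probes, and the dam had 102 and 115. In both settings the mice thus parted as they did in the X medians. These counts include the 2 regions and probes shared by several mice. Of brighter probes positive in 1 mouse alone, progeny 1 and 2 had 12 and 17, and progeny 3 to 6 had 4, 28, 4 and 12.

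Most candidates were at dim probes. Probes that were not well above background in both channels of all 16 arrays made up 5.55% of autosomal probes but 91.0% of the de novo candidates, and 96 candidates were found when only brighter probes were used. The parents gave the background for probes positive in 1 mouse alone. The sire had 97 and the dam 83, and the progeny had 176 ± 75.7 (SD, n = 6), from 103 to 285. The exact permutation test was two-sided and gave p = 0.0714, the smallest that 6 mice against 2 allow. Over brighter probes the sire had 3, the dam 26 and the progeny 12.8 ± 8.998 (SD, n = 6, exact permutation p = 1). Probes in the 2 regions were included in these counts. The dam had 72 gains positive in her alone, over all probes, but 53 gains outside the 2 regions. Part of her 83 probes thus lay in the chromosome 4 gain, which all 6 progeny share. How many of her 26 brighter probes did was not counted, and neither test was run without the region. The parents were all scanned on day 1, so scan day and generation cannot be told apart.

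Arrays of different mice gave nearly as many positive probes as arrays of the same mouse. Outside the 2 regions the matched arrays gave 1477 positive probes, 728 gains and 749 losses. The median over pairings with no array in its own pair was 1325. In the exact permutation test, 2674 of the 40320 pairings gave at least 1477 (one-sided p = 0.0663). When arrays were swapped only within a scan day, 12 of the 16 pairings gave as many (exact one-sided p = 0.75, where the smallest possible is 0.0625). The number of runs of 2 or more positive probes was 16 in matched arrays and 13 in the median of the fully mismatched ones (one-sided exact p = 0.343). With directions ignored, the matched arrays had 7472 positive probes and the fully mismatched ones a median of 6739 (one-sided exact p = 0.0209), and within scan days the exact p was 0.125.

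**Figure D3:**
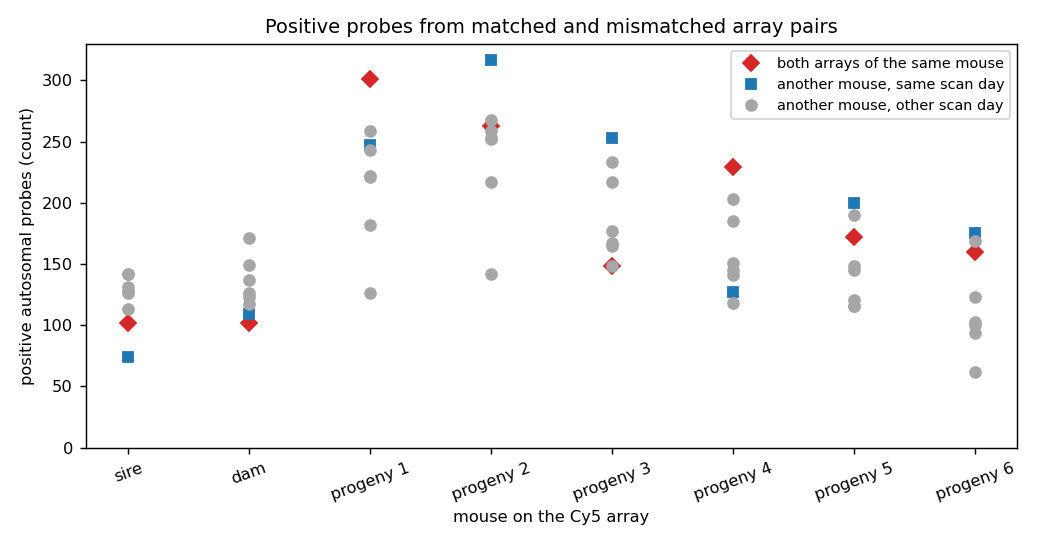
Number of positive autosomal probes outside the 2 regions (vertical axis) when the Cy5 array of each mouse (horizontal axis) was paired with a Cy3 array. Red diamonds are pairs from the same mouse, which total 1477, blue squares are pairs with the other mouse of the same scan day and grey circles are all other pairs, and the single mismatched pairs range from 62 to 317.

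There were 13 Type L candidates, each of 2 probes, and no candidate was longer. They were 11 gains and 2 losses in 5 progeny, and at 2 of the 13 both probes were well above background on all arrays. In progeny 1, gains began at 40613484 on chromosome 6, at 104225556 on chromosome 7 and at 88624326 on chromosome 14, with log2 ratios of 0.71, 0.63 and 0.83. In progeny 2, gains began at 172755094 on chromosome 1 (0.87) and at 132824078 on chromosome 6 (0.69). In progeny 4, gains began at 37395526 on chromosome 1 (0.63), 75876207 on chromosome 3 (0.72), 155428036 on chromosome 4 (0.82), 87835400 on chromosome 13 (0.72) and 89444984 on chromosome 17 (0.64). At 37395526 the sire had -1.15, and the first probe at 75876207 was a candidate in 2 progeny mice. A loss in progeny 4 began at 52010631 on chromosome 14 (-0.75), where the other 7 mice were also below 0, from -0.67 to -0.21. In progeny 5, a gain began at 102232789 on chromosome 8 (0.53), where the dam had 0.44 and progeny 3, 4 and 6 had 0.54, 0.51 and 0.42. The sire and progeny 1 and 2 had -0.02, -0.03 and -0.08 there. The mice thus parted as they did in the X medians, and the signal was not particular to progeny 5. In progeny 6, a loss spanned 62315477 to 62318431 on chromosome 5. It had -0.68 and -0.54 on its 2 arrays, and the other mice ranged from -0.05 to 0.17. One of its 2 probes was well above background on all arrays. A threshold of 1.0 for single and 0.7 for adjacent probes gave 1 Type L candidate, and so did normexp background correction. After normexp the loss on chromosome 14 in progeny 4 was -0.71 and the gain on chromosome 8 was 0.52, while the loss on chromosome 5 was -0.12. The other 10 gains fell from between 0.63 and 0.87 to between 0.07 and 0.27.

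The 10 Type S candidates with the widest differences from the parents were 9 losses and 1 gain in progeny 1, 2 and 3. They differed from the mean of the parents by 2.34 to 2.71 in size, and 8 of the 10 probes were not well above background on all arrays. The widest was a loss in progeny 1 at 57822647 on chromosome 14, with -2.88 as the mean of -4.67 and -1.09 on its 2 arrays. Next were losses in progeny 2 at 85254746 on chromosome 2 (-2.84) and in progeny 1 at 13604300 on chromosome 12 (-2.71). The others were losses at 51184051 on chromosome 17 and 111986328 on chromosome 5 in progeny 3, at 93850822 on chromosome 17, 99707743 on chromosome 12 and 5508677 on chromosome 3 in progeny 2 and at 12736902 on chromosome 2 in progeny 1, and a gain at 135485894 on chromosome 4 in progeny 2. At 51184051, 111986328 and 5508677 the parents lay between 0.59 and 1.16, which widened the differences. At this gain the sire and dam had -0.91 and -1.19, which did the same. After normexp this gain went from 1.30 to 0.04. The losses at 51184051, 111986328 and 5508677 went from -1.65, -1.56 and -1.48 to -0.08, -0.07 and -0.01, and the loss at 99707743 from -2.32 to -0.64. The remaining 5 losses lay between -2.31 and -1.07 after normexp, against -2.88 to -2.39 before. Their 2 arrays differed widely before normexp. The array with the mouse in Cy5 gave -4.87 to -3.71, and the one with the mouse in Cy3 gave -1.17 to -0.81.

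No probe was called by limma between the 6 progeny and the 2 parents, and 44234 of 950092 probes had an unadjusted p under 0.05 (4.66%). This test could show little. In the simulation it recovered 0 of 100 probes shifted by 0.5 in all 6 progeny, and a change in 1 progeny mouse moves their mean only in part. The chromosome 4 gain was not called either, where the progeny mean of 0.55 lay between 0.94 in the dam and 0.00 in the sire. With scan day as a random block (estimated correlation 0.177), 0 probes were called and 27287 had an unadjusted p under 0.05. Without the sire 60 probes were called, and without the dam 347, of which 0 lay in the chromosome 4 region. In both fits the lone parent was assumed to vary like the other mice.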

Values the study reported

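In the study, 7.1% of the unexposed offspring (11 of 156) were counted with a de novo deletion, and Type L deletions were found in 5.1% (8 of 156). In offspring of the irradiated males the corresponding values were 20.4% (29 of 142) and 15.5% (22 of 142). Offspring that the study listed apart for multiple verified small deletions, in both arms, are not among the carriers counted. These values follow a second array screening and quantitative PCR, which are not part of the counts above. The lists of verified de novo changes in the study name no offspring of this family.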

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

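Progeny 1 and 2 left out was an alternative chosen after seeing the data, as were the alternative probe sets for the matched and mismatched arrays. The cause of the changes was not tested, except where the setting itself uses fewer probes, mice or arrays. The median number of positive probes per mouse was 48 after normexp, 50.5 over probes well above background, 75 at thresholds of 1.0 and 0.7, 745.5 with directions ignored, and 6947 and 9054.5 from the Cy5 or Cy3 array alone. De novo candidates numbered 50, 96, 350, 5305, 62023 and 52572 in the same order, 284 when both parents were also under 0.25, and 584 without progeny 1 and 2. Type L candidates numbered 1, 2, 1, 488, 8180 and 7800 in that order, and 0 without the adjacent-probe rule. Regions numbered 5 at 1.0 and 0.7, 4 without the adjacent-probe rule and 3 with no gap allowed, all of them within the same 2 loci. After normexp there were 3 regions, and whether all of them lay within these loci was not examined. Regions numbered 31 and 38 from the Cy5 or Cy3 array alone, and 1 with at least 10 probes. With an intensity trend, limma called 255 probes in the progeny (99 higher, 156 lower) and 156 among the 8 mice. The F-test called 12 without the dye term and 49 after normexp. Leaving out each mouse gave 22 to 48 probes called in the progeny, and 0 to 347 between progeny and parents. For the F-test it gave 20 to 26.

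After normexp, the chromosome 4 gain was 0.90 in the dam and 0.48 in the progeny and the chromosome 3 loss was -1.51 in the dam. After loess that loss was -1.47. The dam minus sire difference after normexp was 0.79 for X and -0.39 for Y. The chromosome mean farthest from 0, chromosome 2 in progeny 5, was -0.0156, and its median was -0.00195. The exact p of matched against mismatched arrays was 0.158 without probes positive in 4 or more mice and 0.164 over the brighter of the remaining probes. Among values for single mice and named candidates, 143 stayed within their spread, or within 1.5 times for counts, and 87 moved. The spread of a named candidate came from the difference between its 2 arrays. A candidate with discordant arrays could thus change much and still count as unmoved. After normexp, 17 named candidates moved and 6 stayed within their spread. Correction for GC content and the gene lists were not run, because the annotation at hand is of another build. No paired test of the groups was run, and all progeny share the same sire and dam. Signal over background limits single-probe calls.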

Other observations

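The tests of the patterns were chosen after the results were seen, apart from the comparison of matched and mismatched arrays over brighter probes, which was chosen after seeing the data but before its own result.

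For the chromosome 4 gain, which was present at 2 levels in the family, scan day is excluded as the source, since the dam and the sire were scanned on the same day and differed by 0.94 in log2 ratio. A lower copy number in the reference male alone would have raised the sire too, and the sire was at 0.00287. A gain carried on both chromosomes of the dam and passed on once to each offspring predicts an excess of the linear ratio over 1 that is 2 times as large in the dam, and the measured ratio of these excesses was 1.996. The pattern is therefore consistent with a duplication that was homozygous in the dam and heterozygous in the 6 progeny, as a hypothesis from the same data that showed it. Whether the sire or the dam has the usual copy number of the strain was not tested.

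For the autosomal probes that lost signal in the dam and progeny 3 to 6, scan day is excluded, since the median dam minus sire difference was -1.61 on the same day. Autosomal deletions inherited from the dam would part the progeny independently on different chromosomes, but 28 of the 29 called probes, on 14 autosomes, parted the mice in the same way. Sequence shared with the Y chromosome is a candidate explanation. Every mouse with a Y median under -1 had a low median over the 29 called probes, of which the highest was -1.31, while the medians of the other mice were 0.07 to 0.10. Both traits had already been seen in the same mice, so this comparison could not have come out otherwise and is no independent test. Progeny 3 to 6 also had X medians near that of the dam, and what stays open is the sequence content of the probes, which was not used here.

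For the probes positive in a single progeny mouse, spread between arrays could account for most, as fully mismatched arrays gave 89.7% as many positive probes as matched arrays (5th to 95th percentile of pairings 80.9% to 99.3%). Low signal may add to this, since 91.0% of the de novo candidates were at probes not well above background. Copy number differences between the mice cannot be told apart from this spread over brighter probes positive in fewer than 4 mice, where mismatched arrays gave 80.1% as many (56.0% to 107.8%). The bound set in advance for ruling them out was 80%, which the value passed only narrowly, and the requirement that the 5th percentile pass it too was added after the value was seen.

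No single progeny mouse stood apart from its siblings by Dixon's criterion in 33 overlapping measures. The criterion looks for 1 mouse at a time, so it could not single out progeny 1 and 2 where both lay apart from the other progeny, as in the X and Y medians. These measures were counts of positive, private and de novo probes, the share with the same direction on both arrays, the values of both regions, the medians of X, Y and unplaced probes and the means of the 19 autosomes. The 36 probes on unplaced contigs had medians from -0.03 to 0.00 in the 8 mice.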
